A study of Mus musculus with 7 samples. Its data were reported in "Charting DENR-dependent translation reinitiation uncovers predictive uORF features and links to circadian timekeeping via Clock" (2019).

How the data were processed

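The data were individual-nucleotide resolution crosslinking and immunoprecipitation (iCLIP) libraries from NIH3T3 cells, a mouse embryonic fibroblast line. In iCLIP, ultraviolet light joins a protein to the RNA it touches, the protein is immunoprecipitated, and the position at which reverse transcription stops marks the crosslinked nucleotide. Samples were grouped by their titles: 3 libraries from cells overexpressing DENR, 2 libraries from non-transfected cells in which endogenous DENR was immunoprecipitated, and 2 control libraries made with IgG.

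The authors aligned reads against mouse build mm10 (Bowtie, version 0.12.7), excluded reads sharing a unique molecular identifier and start position, and called crosslink sites with the iCount peaks function. The authors called each library on its own, and the calling settings were 100 permutations, a flank of 15 nt and a false discovery rate of 0.05. The deposited value per site is a score, a whole number whose sign gives the strand and whose size is the height of the site; it is not scaled to library size. The track lines of 6 lists state that regions were treated separately, whereas the published methods name an option that treats regions as one; the list of DENR overexpressing replicate 2 has no track line and is ordered by signed score within each chromosome, not by position. Only sites past the threshold are listed, so the depth of each library is unknown, and the summed score given below is that of the listed sites only. Scores are the authors' own values and were used only to describe, rank, filter or weight sites within a list.

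Sites were annotated with GENCODE release M21, which uses the same build, using bedtools 2.31.1 and strand. Of 2744 positions in protein-coding exons annotated on 1 strand, outside ribosomal RNA (rRNA) loci and dense windows, 98.4% had the strand of the gene. Ribosomal RNA loci were the 354 annotated rRNA genes, the 2 mitochondrial rRNA genes and the partial pre-rRNA copy on chromosome 17 (39843013 to 39848827), counted on both strands. Multi-copy nuclear rRNA is largely missing from the assembled chromosomes, so sites on 28S rRNA could be placed only where a copy is assembled. Where transcripts of protein-coding genes disagreed, the region was taken in the order coding sequence (CDS), 5′ UTR, 3′ UTR, intron. Nucleotides of 18S rRNA were counted from 1 at the 5′ end of the 1849-nt copy on chromosome 17 (39846353 to 39848201, plus strand).

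Group means of log10 site numbers and of percentages were compared by exact permutation tests, two-sided. With 5 against 2 libraries there are 21 splits and the smallest possible p is 0.0952; with 3 against 2 there are 10 splits and it is 0.2, so no comparison could reach 0.05. The Benjamini-Hochberg adjustment was made over 8 tests. Overlap between lists was the percentage of the shorter list found at the identical position and strand in the longer one, and its chance level came from moving each site by a random 50 to 500 nt (100 draws). Within-group and between-group overlap were compared by a one-sided exact permutation test over the 10 splits of the 5 DENR libraries. For positions listed in all 5 DENR libraries, the chance level came from moving the sites of 4 lists. Such moves can carry sites out of short clusters. These chance levels therefore cannot tell agreement at single nucleotides from coverage of the same short stretch. Exact Clopper-Pearson 95% intervals are given for shares in single lists; sites in a list are not independent, so the intervals cover counting error only. Spearman's rho was computed across positions shared by a pair of lists (at least 30), without a p-value, since positions are not replicates. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and sequence matches were found with blastn 2.17.0 at an e-value under 1e-05.

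The functions were tested on simulated data. In 5 simulated lists of the real lengths that shared 2006 positions, 2006 were recovered, and of 17910 simulated positions whose transcripts gave a single region, 100% received it. These results check the code only. The simulated positions came from the same annotation, and the simulated lists were spread at random, unlike the clustered real lists.

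Tests, alternatives and the rule for named items were fixed before the data were examined. Named whatever their values were Denr, Mcts1, Eif2d, Clock, Klhdc8a, Etaa1, Map2k5, Lrrc28, Atf4, Atf5 and the rRNA loci. Also named were the 5 positions inside and the 5 outside rRNA loci with the lowest mean rank of score among positions listed in all 5 DENR libraries, and the 5 protein-coding genes with the most such positions, of which 1 is not reported here. Chosen after the values were seen were the removal of Lars2, the comparison with exonic length and the 18S stretch from nucleotide 1090 to 1160. So were the removal of mitochondrial genes, except for site numbers, and the dense windows. Dense windows were fixed windows of 2000 nt, outside rRNA loci and the mitochondrial chromosome, with at least 10 sites in each DENR library. The alternatives fixed beforehand were a minimum score of 10, merging of sites within 15 nt, lists cut to 4012 sites by score and weighting by score. Also fixed were sites with a single region, overlap within 5 or 15 nt, removal of rRNA loci, removal of each library in turn and a replicate block. For site numbers, the removal of rRNA loci also took out the mitochondrial chromosome. The comparison of the base at the crosslink site was not run, because no genome sequence was used here.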

Results

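To examine which RNAs DENR contacts in cells, iCLIP was performed in NIH3T3 fibroblasts. DENR is a translation reinitiation factor that acts with its partner MCTS1. Immunoprecipitations of 3 kinds were compared: anti-DENR after transfection of a tagged Denr (DENR overexpressing, n = 3), anti-DENR without transfection (non-transfected, n = 2) and an IgG control (n = 2). The DENR overexpressing libraries listed 4012, 16137 and 10209 crosslink sites, and the non-transfected libraries listed 4324 and 7185. The IgG libraries listed 19 and 234 sites. The summed score of the listed sites was 24463, 155677 and 93583 in the DENR overexpressing libraries, 16429 and 68338 in the non-transfected libraries, and 21 and 434 in the IgG libraries. The mean score per site ranged from 3.80 to 9.65 in the DENR libraries and was 1.11 and 1.85 in the IgG libraries.

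The first question was whether the DENR antibody recovered more sites than IgG. The 5 DENR libraries exceeded both IgG libraries, and the geometric mean was 109-fold higher, a difference of 2.04 on the log10 scale (exact permutation test, two-sided, p = 0.0952, adjusted p = 0.762 over 8 tests, n = 5 and 2). This p is the smallest that the design allows. The IgG libraries were themselves 1 order of magnitude apart, and the difference was 1.49 without IgG replicate 1 and 2.58 without IgG replicate 2. Overexpression did not give detectably longer lists than endogenous DENR. The input was unequal, since the paper used more dishes of cells for non-transfected experiments than for overexpression. The lists held 10119 ± 6063 sites (SD, n = 3) against 5755 ± 2023 (SD, n = 2), a difference of 0.19 on the log10 scale (exact permutation test, two-sided, p = 0.6, adjusted p = 0.8), which was smaller than the SD of 0.31 among the DENR overexpressing libraries. It was 0.36 without DENR overexpressing replicate 1 and 0.06 without DENR overexpressing replicate 2. The plot of sites per library shows the spread.

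**Figure D1:**
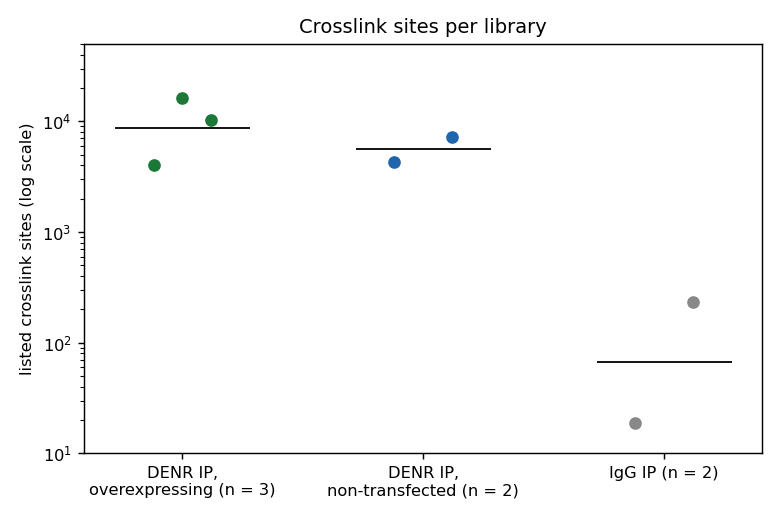
Listed crosslink sites per library on a log axis, one point per library, with a line at the geometric mean of each group. The 5 DENR libraries lie between 4012 and 16137 sites and the IgG libraries at 19 and 234.

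The transfected gene was examined next as a check of the groups. No site was listed in exons of Denr (chromosome 5, 123907175 to 123928835, plus strand, mm10) in any of the 3 DENR overexpressing libraries. Non-transfected replicate 2 listed 4 sites in the Denr CDS, between 123908117 and 123908132, with scores of 1 or 2, and DENR overexpressing replicate 3 listed 1 intronic site. Site lists do not measure expression, and they did not distinguish transfected from non-transfected cells at this gene. No site was listed in exons or introns of Mcts1, Eif2d, Clock, Klhdc8a, Etaa1, Map2k5, Lrrc28, Atf4 or Atf5 in any library.

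It was then asked what share of the sites lay at rRNA loci. The share was 9.44% ± 2.03 (SD, n = 3) in the DENR overexpressing and 11.0% ± 2.69 (SD, n = 2) in the non-transfected libraries, a difference within the spread between replicates (exact permutation test, two-sided, p = 0.4, adjusted p = 0.8). Weighting each site by its score raised the shares to 24.1% ± 1.72 and 23.7% ± 10.8, and the difference changed sign, to 0.318 percentage points. Without non-transfected replicate 2 the difference in sites also changed sign, to 0.351 percentage points. In the IgG lists the shares were 26.3% (5 of 19 sites, Clopper-Pearson interval 9.15 to 51.2%) and 9.83% (23 of 234 sites, interval 6.33 to 14.4%). The 5 DENR lists did not differ detectably from them (exact permutation test, two-sided, p = 0.286, adjusted p = 0.8). Without IgG replicate 1 the difference was 0.230 percentage points in the opposite direction. With merged sites it was -7.27 percentage points (DENR minus IgG), and both IgG lists lay above all 5 DENR lists. That gave the smallest possible p (exact permutation test, two-sided, p = 0.0952, not adjusted), but IgG replicate 1 had only 7 merged sites.

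Sites on the 18S rRNA copy on chromosome 17 held 23.0% ± 5.38 of the listed score (SD, n = 5) in the DENR lists, and 28.6% and 16.8% in the IgG lists. The 5 rRNA positions with the lowest mean rank of score, among those listed in all 5 DENR libraries, were all in this copy, at nucleotides 1160, 1125, 1158, 1090 and 1159 (chromosome 17, 39847512, 39847477, 39847510, 39847442 and 39847511, plus strand). The annotation here has an rRNA gene on the minus strand and the long non-coding RNA Gm42418 on the plus strand. Nucleotide 1160, in the context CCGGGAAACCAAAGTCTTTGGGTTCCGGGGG, had scores of 488, 1281 and 1564 in the DENR overexpressing and 201 and 611 in the non-transfected libraries. It took 1.32% ± 0.504 of the listed score (SD, n = 5) in the DENR lists. Nucleotide 1125, in the context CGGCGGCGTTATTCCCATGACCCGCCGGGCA, took 0.911% ± 0.400. Of these 5 nucleotides, 4 were also listed in IgG replicate 2, where nucleotide 1160 took 3.46% of the score (15 of 434, Clopper-Pearson interval 1.95 to 5.64%), and nucleotide 1125 was listed in neither IgG library. The stretch from nucleotide 1090 to 1160 held 36.6% ± 9.60 of the 18S score in the DENR lists (SD, n = 5). It held 43.8% in IgG replicate 2 and 16.7% in IgG replicate 1, whose 18S scores were only 73 and 6. Nucleotide 829 (chromosome 17, 39847181), singled out after its values were seen, had the highest score of the list in DENR overexpressing replicate 1 (500) and in IgG replicate 2 (21) and ranked 2 in non-transfected replicate 2 (869), 4 in DENR overexpressing replicate 3 (947) and 7 in non-transfected replicate 1 (158). It was not listed in IgG replicate 1. It was also absent from the list of DENR overexpressing replicate 2 and was therefore outside the rule above.

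**Figure D2:**
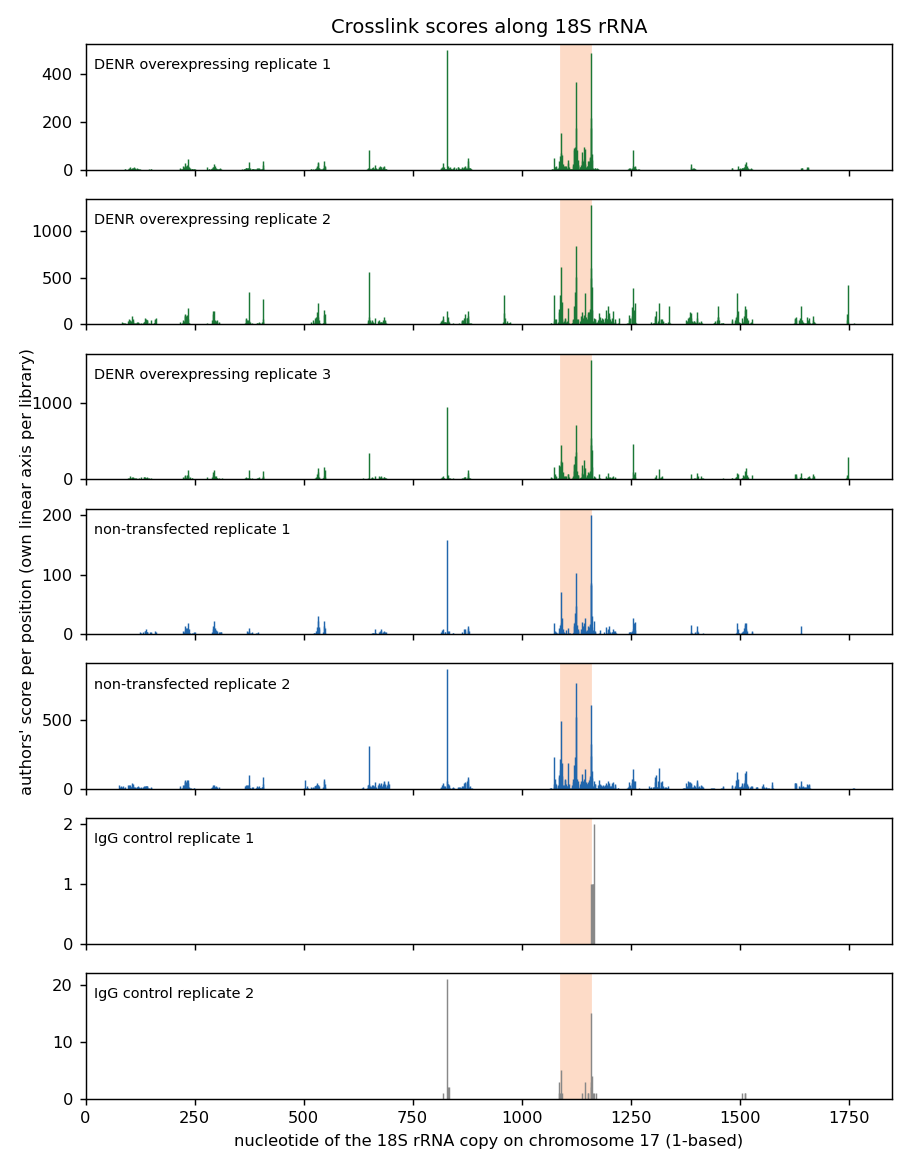
Score of each listed position along the 18S rRNA copy on chromosome 17 (x axis, nucleotide; y axis, the authors' score, with its own linear axis per library), for all 7 libraries. The shaded stretch from 1090 to 1160 holds the 5 named nucleotides, and the peak at 829 is missing in DENR overexpressing replicate 2.

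Outside rRNA loci, the 5 positions with the lowest mean rank were an intergenic position on chromosome 18 (68692069, plus strand), 2 positions in an intron of Cmss1 on chromosome 16 (57391680 and 57391605, minus strand), 1 in an intron of Il31ra on chromosome 13 (112578309, minus strand) and 1 in an intron of Camk1d on chromosome 2 (5379344, minus strand). All 5 were also listed in IgG replicate 2. The position on chromosome 18 took 1.15% ± 0.240 of the listed score in the DENR lists (SD, n = 5) and had a score of 13 of 434 in IgG replicate 2 (interval 1.60 to 5.07%). All of them lay in windows with many sites. There were 66 windows of 2000 nt with at least 10 sites in every DENR library, in which the sites spanned a median of 209 nt. These dense windows held 53.2% ± 13.3 of the sites and 63.5% ± 3.60 of the score (SD, n = 5) in the DENR lists, and 73.7% and 78.2% of the sites in the IgG lists. The main annotation was intergenic in 41 windows and intronic in 13. Among the protein-coding genes with the most positions listed in all 5 DENR libraries were Cdk8 (112), Cmss1 (105), Lars2 (77) and Gphn (36, tied with Il31ra), and in each of these 4 genes the positions spanned at most 315 nt, all inside dense windows.

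Whether DENR sites on mRNAs favoured a transcript region was examined in the exonic sites of protein-coding genes, of which the DENR overexpressing libraries had 221, 1379 and 1122, the non-transfected libraries 280 and 542, and the IgG libraries 0 and 21. The 5′ UTR share was 7.02% ± 3.06 (SD, n = 3) in DENR overexpressing and 3.99% ± 0.421 (SD, n = 2) in non-transfected libraries (exact permutation test, two-sided, p = 0.6, adjusted p = 0.8). Restricting to scores of at least 10 moved this difference most, from 3.03 to 0.168 percentage points. With merged sites it was 3.59, and without Lars2 it was 2.91 percentage points, and in both cases all 3 DENR overexpressing libraries lay above both non-transfected ones (exact permutation tests, two-sided, p = 0.2, the smallest possible, not adjusted). The CDS share was 43.8% ± 11.8 against 39.7% ± 8.07 (exact permutation p = 1, adjusted p = 1) and the 3′ UTR share 49.2% ± 14.7 against 56.4% ± 8.49 (exact permutation p = 0.8, adjusted p = 0.914; both two-sided, n = 3 and 2). Without DENR overexpressing replicate 3 both differences changed sign, to -2.22 and 0.442 percentage points. Of all sites in protein-coding genes, 78.1% ± 4.19 (SD, n = 5) were intronic in the DENR lists. IgG replicate 1 had no exonic site and IgG replicate 2 had 0 of 21 in 5′ UTRs (Clopper-Pearson upper limit 16.1%), so the 5.81% ± 2.73 of the DENR lists (SD, n = 5) was not distinguishable from IgG at this depth, and no test was possible.

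A single gene weighed on these shares. Lars2 held 26.9% ± 15.6 of the exonic sites in the DENR lists (SD, n = 5) and 71.4% in IgG replicate 2, all within 260 nt of its last exon (chromosome 9, 123461858 to 123462117, plus strand, 3′ UTR). Without Lars2 and mitochondrial genes, 7.69% ± 2.20 of exonic sites lay in 5′ UTRs, 58.3% ± 10.6 in the CDS and 34.0% ± 11.2 in 3′ UTRs (SD, n = 5). The corresponding shares of exonic length in the 1460 genes with a site were 7.87%, 51.8% and 40.3%, each within 1 SD of the observed mean. The libraries ranged from 47.2 to 71.3% in the CDS and from 21.9 to 47.7% in 3′ UTRs. With this spread, and lengths not weighted by expression, a regional preference is neither shown nor excluded.

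**Figure D3:**
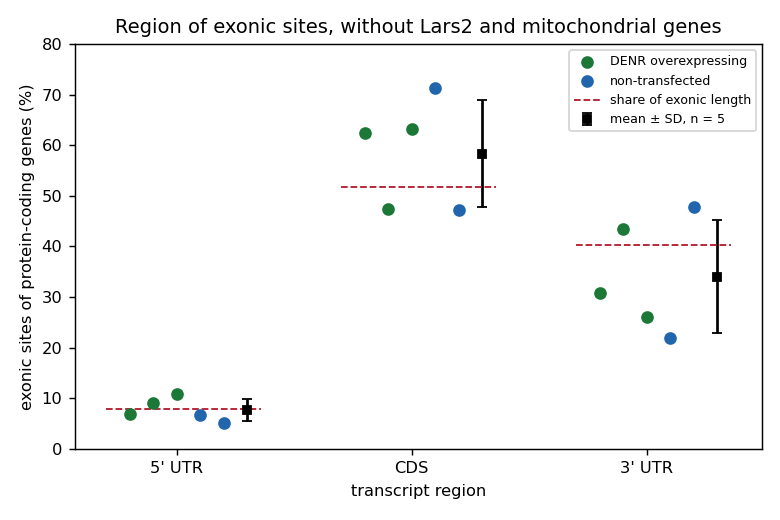
Share of exonic sites of protein-coding genes in each transcript region, one point per DENR library, without Lars2 and mitochondrial genes; black squares are the mean ± SD of 5 libraries and dashed lines the share of exonic length in the 1460 genes with a site. The dashed line lies within the error bar in each region, but the spread between libraries is too wide to exclude a preference.

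Agreement between lists was then measured. Between pairs of DENR libraries, 69.5% ± 10.1 of the shorter list (SD over 10 pairs, range 54.7 to 84.8%) was at identical positions in the longer list, and chance gave 5.33 to 11.4%. Overlap within groups was 3.27 percentage points higher than between the DENR overexpressing and non-transfected libraries, which was not beyond chance (exact permutation test, one-sided, p = 0.4, adjusted p = 0.8, 10 splits). Without DENR overexpressing replicate 1 the difference was -10.1 percentage points, and with a tolerance of 15 nt it was -1.33. Scores at shared positions had a Spearman's rho of 0.674 ± 0.0709 across positions (SD over 10 pairs).

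In total, 1925 positions were listed in all 5 DENR libraries, against a chance mean of 2.9. Allowing 15 nt raised the number to 3497 but the chance mean to 1644, and a minimum score of 10 left 238. Of the 1925 positions, 269 were at rRNA loci, 1528 in dense windows and 128 in neither, and 193 (10.0%) were listed in an IgG library. The IgG lists held only 19 and 234 sites, so this share could not have been much higher. It does not show that the remaining positions are free of background. Exons of protein-coding genes held 90 of the 1925 positions, 77 in Lars2 and 13 in 3 other genes. These 3 genes, named after their values were seen, were Acvr2b (11 CDS positions, chromosome 9, 119427502 to 119427516), Ppip5k2 (1 in the 5′ UTR) and Washc1 (1 in the CDS). By contrast, of the 2754 exonic positions outside Lars2 listed in any DENR library, 97.3% were listed in 1 library only, compared with 65.4% of all 23263 positions.

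The IgG lists consisted largely of the same positions as the DENR lists. All 19 sites of IgG replicate 1 (Clopper-Pearson interval 82.4 to 100%) and 209 of 234 sites of IgG replicate 2 (89.3%, interval 84.6 to 93.0%) were listed in at least 1 DENR library, with chance levels of 28.9% and 15.3%. In all 5 DENR libraries, 17 and 183 of them were listed. The matrix of shared positions shows these values for each pair.

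**Figure D4:**
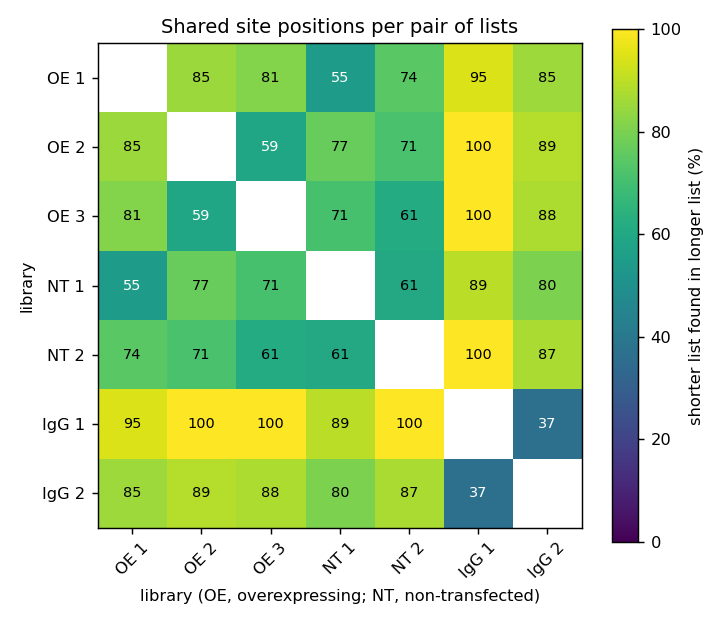
Percentage of the shorter list found at the identical position and strand in the longer list, for each pair of the 7 libraries (rows and columns; colour and printed value, %). Pairs of DENR libraries range from 54.7 to 84.8%, and each IgG list shares at least 80.3% of its sites with each DENR list.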

Values the study reported

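The study reported that more than 85% of the iCLIP reads came from ribosomal RNA, and that 10.5% came from mRNAs. It placed the 5 strongest 18S sites on helices 24-26a.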

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

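Alternatives that removed Lars2, mitochondrial genes or the dense windows were chosen after the data were seen, except for site numbers. The removal of mitochondrial sites from site numbers, together with rRNA loci, was planned, as were the other alternatives. Of 139 alternative values, 20 differed in sign from the reported value. For 4 of them, each from a fit without 1 library, no test was run. Among the 4 were the rRNA share without non-transfected replicate 2 (0.351) and, against IgG, without IgG replicate 1 (0.230). Also among the 4 were the CDS share without non-transfected replicate 2 (-1.59) and the overlap without DENR overexpressing replicate 1 (-10.1). No p-value can fall under 0.05 in these designs, so the tests say nothing about the stability of these differences. The cause was not tested, except where stated.

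The higher number of sites in DENR than IgG lists held throughout, with log10 differences of 1.49 to 2.58 over the 7 fits that each left out one library, and 2.40 with a minimum score of 10, which left 1 IgG library. The difference in rRNA share between DENR overexpressing and non-transfected libraries (-1.55 percentage points) reversed to 0.519 with lists of equal length, 0.318 weighted by score and 0.167 with merged sites, and ranged from -3.45 to 0.351 over the 5 fits that each left out one library. Against IgG (-8.01) it reversed to 1.24 weighted by score, was -7.27 with merged sites and was -26.4 with a minimum score of 10. It ranged from -16.3 to 0.230 over the 7 such fits, set by the IgG list of 19 sites. The 5′ UTR difference against the single usable IgG list (5.81) fell to 2.83 weighted by score, with a range of 4.87 to 6.35 over such fits. Between DENR groups the 5′ UTR difference kept its sign in all alternatives, from 1.77 to 4.73 over such fits.

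The CDS difference (4.11) reversed to -4.92 with lists of equal length, -1.52 weighted by score, -1.88 with merged sites and -1.49 without Lars2, and ranged from -2.22 to 9.82 over the fits without one library. The 3′ UTR difference (-7.14) reversed to 3.85 with lists of equal length and 0.867 weighted by score, and ranged from -14.2 to 0.442. The within-group excess of overlap (3.27) reversed to -0.581 within 5 nt and -1.33 within 15 nt, and ranged from -10.1 to 7.74.

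The number of positions in all 5 DENR lists was 3324 within 5 nt (chance mean 801), 3497 within 15 nt, 238 with a minimum score of 10 and 128 without rRNA loci and dense windows (chance mean 0); fewer sites entered the last 2 counts. It ranged from 1939 to 2715 over the 5 fits that required only 4 lists. The mean rho fell to 0.583 with a minimum score of 10 and 0.497 without rRNA loci and dense windows. For IgG replicate 2, a minimum score of 10 left 4 sites, of which 100% were in a DENR list. Over the whole Denr gene body, DENR overexpressing replicate 3 listed 1 site.

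Replicate numbers 1 and 2 are shared by the groups, but the labels do not say that they mark a shared batch. Deviations from the group means over the 66 dense windows correlated by -0.0375 between same-numbered DENR overexpressing and non-transfected libraries, by -0.0257 between non-transfected and IgG libraries and by 0.539 between DENR overexpressing and IgG libraries. Only the last value leaned toward pairing. IgG replicate 1 had only 14 sites in dense windows, so these values cannot settle whether the numbers pair samples. The main tests did not pair them. With the replicate block (exact sign-flip tests on 2 pairs, smallest p 0.5), the differences were 2.0 and 0.16 for log10 site numbers, -1.11 and -7.64 for rRNA shares, 1.77 for the 5′ UTR, -2.22 for the CDS and 0.442 for the 3′ UTR. The CDS and 3′ UTR differences reversed under the block, which leaves out DENR overexpressing replicate 3. The block and a minimum score of 10 gave no value for the 5′ UTR against IgG, since too few IgG libraries had exonic sites; IgG replicate 1 had no site with such a score, and leaving out IgG replicate 2 left no exonic control sites. The base at the crosslink site and its alternatives were not run.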

Other observations

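All tests in this part were chosen after the values were seen. The share of the listed score at rRNA loci was 23.9% ± 5.52 (SD, n = 5) in the DENR lists. That is lower than the value quoted from the study above, but it leaves out the dense windows. Ribosomal RNA loci and dense windows together held 87.4% ± 5.10 of the listed score (SD, n = 5). Whether the dense windows hold rRNA copies could not be checked, because no genome sequence was used. Listed sites are not reads, and most nuclear rRNA copies are not in the assembled chromosomes.

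A high-ranking 18S position was missing from the largest list. Nucleotide 829 had scores of 500, 947, 158 and 869 in the 4 other DENR libraries, where its score was 8.96 to 25 times the sum of both adjacent positions. In DENR overexpressing replicate 2 it was not listed, although the adjacent positions had scores of 147 and 76 and all 10 positions within 5 nt were listed. A failure to pass the calling threshold is argued against by the score of 147 next to it. Among the 1939 positions present in all 4 other DENR lists, nucleotide 829 ranked 3, and the next one missing from this list ranked 1489. Gaps were also seen in lists ordered by position. In non-transfected replicate 1 the first missing position ranked 15 (18S nucleotide 650) with no position within 5 nt listed, and in DENR overexpressing replicate 1 it ranked 59 (18S nucleotide 1493) with 4 listed. In non-transfected replicate 2 it ranked 497 (chromosome 16, 57391545) with all 10 listed and scores of 1 and 2 on either side. In DENR overexpressing replicate 3 it ranked only 1307 (chromosome 16, 35981768) with 9 listed and a score of 1 on either side. The list with the gap is the only one without a track line and the only one ordered by score. A candidate explanation is that a line was lost when this list was sorted again, which these values fit but do not prove; no biological explanation was tested.

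Sites in the last exon of Lars2 may come from sequence shared with other loci. All 187 exonic positions of Lars2 lay within 260 nt, and 0 lay outside the last exon, which makes up 29.9% of the exonic length, so binding along the whole Lars2 mRNA is argued against. The non-coding gene Gm15564 on chromosome 16 shares 72 nt with this stretch at 98.6% identity; all 63 of its listed positions (100%) lay in the shared part, which is 17.9% of its transcript. In AA474408 on chromosome 7, 22 of 27 listed positions lay in matches that make up 4.40% of its transcript. Marks of 28S rRNA, taken from general knowledge after the sites were seen, AGTACGAGAGGAACCG (chromosome 9, 123462169 to 123462184) and GACCGTCGTGAGACAGGTTAGT (123462104 to 123462125), both occur in the Lars2 last exon and in no other annotated gene's transcripts. The 28S reference was not used here, so an rRNA origin stays a hypothesis.

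The dense windows outside rRNA loci could reflect similar copies, or contacts at their host transcripts. Transcripts of protein-coding hosts are argued against for the 48 of 66 windows with no such gene. Annotated hosts of any kind are argued against for 41 of these, whose positions were mainly intergenic; transcripts missing from the annotation stay open. For windows on the strand of a host gene, 99.0% of the 1732 sense positions in the 14 host genes lay in the windows, which cover a median of 1.82% of gene length, so crosslinks spread along the pre-mRNA are argued against. Copies placed without regard to strand would lie equally on both strands. Instead, 15 of 17 windows lay on the host's strand (exact binomial test, two-sided, p = 0.00235, windows treated as independent). Of the 15, 2 were adjacent windows that split the Lars2 stretch, so they were not independent and the p is too low. The 1 window with hosts on both strands was left out. Copies with a strand preference, and contacts at a single place in the host transcript, stay open, and no genome sequence was used to tell them apart.

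Exonic sites were rarely shared between libraries, and low scores do not account for this alone. At scores of 3 to 9, 14.4% ± 12.6 (SD, n = 5) of exonic sites were found in another DENR list, against 70.5% ± 21.3 of intronic, intergenic and other sites with the same scores. Both shares leave out rRNA loci, mitochondrial genes and dense windows, and so the often shared exonic positions of Lars2 and Acvr2b. The highest exonic value of any library was 33.3%, below the lowest of the others, 42.5%. Of these exonic sites, 9 reached a score of 10, and 7 of those were found again. Calling by region could have admitted weaker exonic sites; this cannot be told apart from sparse contacts, since all track lines name the same setting.

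IgG sites lay mostly at positions of the DENR lists. In IgG replicate 2, 88.7% of the score was at rRNA loci and in dense windows, within the range of 82.1 to 94.3% in the DENR lists. In IgG replicate 1, with a summed score of 21, it was 100%, above that range. A thinner sample of one common background could give this, as could weak IgG recovery of abundant RNAs; they cannot be told apart, because IgG replicate 2 is 1 library with 434 score units in listed sites only. At 3 of 11 positions compared, the Clopper-Pearson interval of the share in IgG replicate 2, which covers counting error only, lay above the highest DENR share, and at the other 8 it overlapped the DENR range. Of the 3, the Camk1d position named above took 4.61% of the score in IgG replicate 2 (interval 2.84 to 7.03%) but at most 0.785% in the DENR lists, and nucleotide 829 took 4.84% (interval 3.02 to 7.30%) but at most 2.04%. At the chromosome 18 position the lower limit of 1.60% was above the highest DENR share of 1.40%.

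The absence of Denr exon sites from the DENR overexpressing libraries could in principle come from a mislabelled library, but the 4 exonic Denr sites over all libraries are too few, and a mislabelled library and sparse mRNA recovery cannot be told apart. Annotated tRNA genes held 1.53% ± 0.176 of sites in DENR overexpressing libraries (SD, n = 3), 0.971% and 3.51% in the non-transfected libraries, and 0 of 234 sites in IgG replicate 2 (upper limit 1.56%).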
